A study of Mus musculus with 9 samples. Its data were reported in "Mustn1 is a smooth muscle cell-secreted microprotein that modulates skeletal muscle extracellular matrix composition" (2024).

How the data were processed

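Gastrocnemius muscle of 9 mice was profiled by sequencing of polyadenylated RNA, with 4 Control libraries from mice kept in normal cages, 2 Unloading libraries taken after 10 days of hindlimb unloading and 3 Reloading libraries taken 1 day after the return to normal cage activity. Per the labels the mice were male C57BL/6, wild-type. The study's methods describe female mice for the unloading procedure, so the counts of sex-linked genes were looked at in every library. The study's methods describe single-read sequencing, while the labels say paired-end and the count table holds read pairs.

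The authors aligned the reads with STAR to the mouse genome build GRCm38 and counted read pairs per gene with featureCounts 2.0.3, unstranded, against the Ensembl release 102 annotation. The deposited count table holds raw counts of read pairs for 55487 genes, with no filter or normalization, and the summed exon length of each gene in bases. The authors also deposited a DESeq2 table for each of the 3 comparisons. The log2 fold changes and their standard errors in the deposited tables are shrunken by adaptive shrinkage, as the study's methods state. The p-values and adjusted p-values in the deposited tables are those of the authors' DESeq2 test. The mean signal per gene in the deposited tables is the mean over all 9 libraries of counts divided by size factors. Gene symbols came from the authors' tables for 14823 of the tested genes and from a reference table of gene names for 23 more, and the remaining tested genes had no symbol. The start positions in the authors' tables equal those of the count table for 691 of 29316 genes, so every coordinate given here is the GRCm38 position from the count table.

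The counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 14851 of the 34376 genes with a total above 0. Libraries were scaled by the trimmed mean of M-values (TMM). All 9 libraries entered a single quasi-likelihood fit with the group as the only term, so that the Unloading group of 2 libraries shared its estimate of the spread with the others. Reloading was compared with Unloading, Unloading with Control and Reloading with Control by edgeR's quasi-likelihood F-test, which is two-sided, and p-values were adjusted by Benjamini and Hochberg within each comparison with a threshold of 0.05. The common biological coefficient of variation was 0.0927. Counts were scaled to counts per 1000000 (CPM) with TMM factors, log2 CPM were taken with a prior count of 2, and standard errors (SE) of log2 fold changes were derived from the F statistic. A list's score in a library was the mean over its tested members of the log2 CPM centred per gene.

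Before the data were examined, 16 gene lists were written from general knowledge: the genes the study named or drew, chaperones, immediate-early genes, atrophy genes, slow-fibre genes, fast-fibre genes, embryonic and regeneration genes, extracellular matrix, smooth muscle, endothelium, macrophage, neutrophil, adipocyte, erythrocyte, oxidative phosphorylation and circadian clock. Of their 324 symbols, 5 could not be matched. Each list was tested with camera of limma 3.58.1 on the log2 CPM with a preset inter-gene correlation of 0.01, and adjusted over all 48 tests. The list of genes named by the study was chosen on these same libraries and is not independent evidence. Of its 8 genes, 4 also sit in another list. At least 1 CPM on average in the Control libraries was reached by 20 of the 23 macrophage genes, all 15 endothelium genes and 11 of the 13 tested smooth muscle genes. Whole muscle holds these cell types, so which cells express the genes was not tested.

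The genes named in the report follow a rule set before the data were examined. They are the genes the study named or drew for Reloading against Unloading, and for each comparison the 3 higher and the 3 lower genes with the largest log2 fold change among genes with a symbol, an adjusted p under 0.05, a mean log2 CPM of at least 2 and no overlap between the CPM of the groups compared. With 3 libraries against 2, chance alone leaves 20.0% of genes without overlap, which is why the rule also asked for the adjusted p. Members of the gene lists are named where a list is described.

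The procedure was tested on simulated data with the same group sizes. Of the simulated changes, 87.8% were recovered for Reloading against Unloading, 86.8% for Unloading against Control and 90.4% for Reloading against Control. Of the calls, 7.24%, 8.56% and 5.32% were false. Each of these simulated genes changed at least 2-fold. Among the real calls for Unloading against Control, only 53 higher and 123 lower genes did. These shares therefore do not describe smaller changes. Of 200 genes simulated to move back, 176 were counted as moved back. A raised list was found in both comparisons in which it was raised, and 0 of 61 tests of unchanged lists passed the threshold, with the simulated genes drawn independently of each other.

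Library totals lay between 9252443 and 19612101 read pairs in genes. A single read pair corresponded to between 0.0510 and 0.108 CPM before normalization, and the 3 counts that an observed count of 0 still allows corresponded to between 0.153 and 0.324 CPM. No molecular identifiers were used, so such limits cover counting error only.

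The alternatives tried were normalization by relative log expression (RLE) or by library totals only, no filter on low counts or a mean CPM of at least 1, a fit of only the groups compared, a replicate block by the numbers of the titles or of the sample descriptions, each library left out in turn, the Wald test of DESeq2 1.42.0 with and without adaptive shrinkage by ashr 2.2.63, limma-voom, a robust quasi-likelihood fit, and for the lists fry and camera with an estimated correlation. Another 3 alternatives were chosen after seeing the data: removal of the trend of each library over GC content and gene length, the same with a replicate block by the numbers of the sample descriptions, and leaving out 2 libraries that held skin transcripts. Libraries of different groups with the same number in the sample descriptions were checked for deviating together from their group means. The 3 pairs of a Control and a Reloading library had an r of 0.36, 0.14 and 0.16, each over 0.1, but so had 2 pairs with different numbers, Control 1 with Reloading 2 (0.11) and Control 1 with Reloading 3 (0.12). The 2 pairs of Control and Unloading libraries had 0.05 and 0.08 and the pair of Reloading and Unloading 0.02. The labels do not say what the numbers stand for, so a pairing rests on these values alone. The tests reported have no block, as set before the data were examined, and a value with a block by these numbers is given in the report where it changes a call. All per-sample columns of the count table were used.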

Results

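Gene expression was measured in gastrocnemius muscle, a calf muscle, of 4 Control mice, 2 mice after 10 days of hindlimb unloading (Unloading) and 3 mice 1 day after the return to normal cage activity (Reloading). In hindlimb unloading the tail is suspended so that the hind legs bear no weight. Control 1 to Control 4 held 9252443, 12761859, 14684352 and 12580188 read pairs in genes. Unloading 1 and Unloading 2 held 14094478 and 19612101, and Reloading 1 to Reloading 3 held 11111313, 12255890 and 13678190. Xist had between 0 and 5 counts per library, and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had at least 1013, 164, 181 and 578 counts in each of the 9 libraries, which is what the male labels call for.

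The composition of the libraries differed between Reloading and the other groups. Mitochondrial genes took 9.96% ± 0.592 (SD, n = 4) of the counts in Control, 9.87% ± 0.363 (SD, n = 2) in Unloading and 6.58% ± 0.149 (SD, n = 3) in Reloading. The 10 most abundant genes took 25.8% ± 0.310 of the counts in Control, 26.1% ± 0.236 in Unloading and 21.2% ± 0.590 in Reloading (SD, with the same n). TMM factors lay between 0.928 and 0.960 in the 6 Control and Unloading libraries and between 1.11 and 1.13 in the 3 Reloading libraries. When the libraries were scaled to their totals only, the median log2 fold change of all tested genes was 0.27 for Reloading against Unloading and 0.25 for Reloading against Control, compared with 0.03 and 0.01 after TMM. The changes given for Reloading are relative to the TMM scaling.

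Across the 1000 most variable genes, the 3 Reloading libraries lay apart from the other 6 on the leading principal component, which held 59.9% of the variance. The next component held 16.8% and set Control 2 and Reloading 1 apart from the remaining libraries of their groups. These 2 libraries held skin transcripts, with 1086 and 502 counts of Krt2 against at most 3 in the other 7. Libraries of the same group correlated with r between 0.981 and 0.990 across genes, which are not independent replicates.

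**Figure D1:**
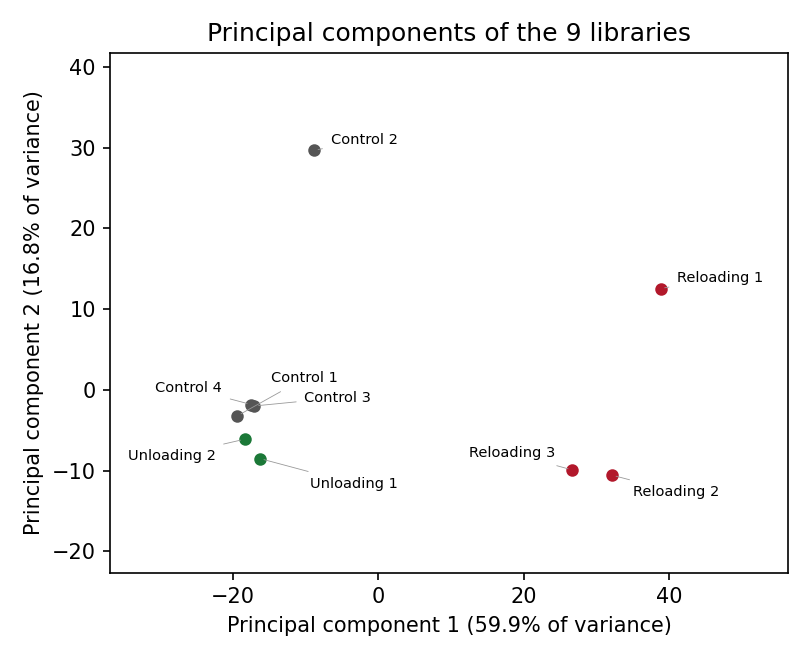
Principal components of the 9 libraries over the 1000 most variable genes, with component 1 (59.9% of the variance) on the horizontal axis and component 2 (16.8%) on the vertical axis, in units of the component scores. Each point is a library, grey for Control, green for Unloading and red for Reloading. The 3 Reloading libraries lie to the right, and Control 2 and Reloading 1 lie above the others.

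The comparison of Reloading with Unloading asks what changes in muscle when load returns. Of 14851 tested genes, 5562 had an adjusted p under 0.05, of which 2743 were higher and 2819 lower in Reloading. At least a 2-fold difference was found for 926 of the higher and 296 of the lower genes. The split between higher and lower genes depended on the scaling: with library totals only, 6340 genes passed the threshold and 82.8% of them were higher, against 49.3% after TMM. The count moved most with the Wald test of DESeq2, which gave 4319 genes. The authors' deposited table had 4362 genes past the same threshold, and 4291 of these passed it here with the same sign.

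Mustn1 (ENSMUSG00000042485, GRCm38 chromosome 14, 30879200 to 30881610) was 17.9-fold higher in Reloading than in Unloading, a log2 fold change of 4.16 ± 0.18 (SE) with an adjusted p of 8.06e-10 in edgeR's quasi-likelihood test. Its normalized expression was 1075 ± 122 CPM in Reloading (SD, n = 3), 60.4 ± 19.1 CPM in Unloading (SD, n = 2) and 40.5 ± 4.33 CPM in Control (SD, n = 4). The lowest Reloading library had 934 CPM and the highest Unloading library 73.96 CPM. In the authors' deposited table the shrunken log2 fold change of Mustn1 was 4.08. Across all alternatives the log2 fold change lay between 3.85 and 4.51.

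**Figure D2:**
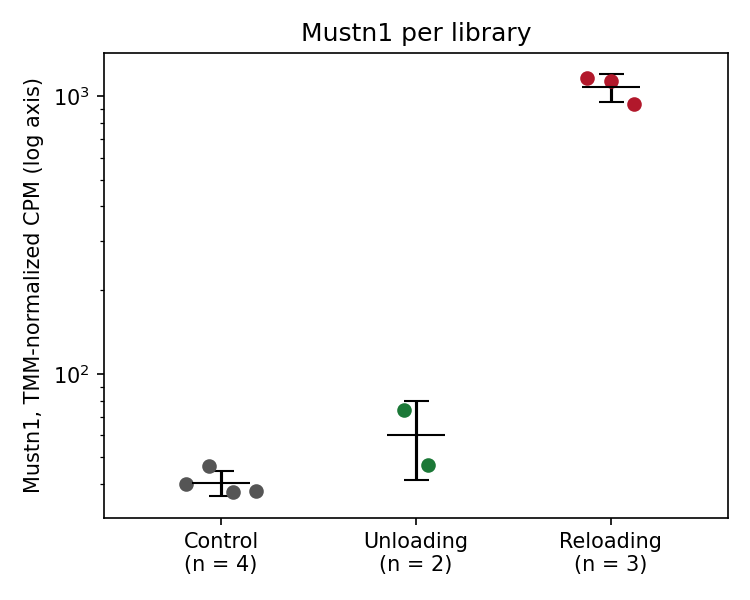
Expression of Mustn1 in each library, in TMM-normalized CPM on a log axis, for Control, Unloading and Reloading. Points are libraries, horizontal bars are group means and whiskers are 1 SD. The 3 Reloading libraries lie between 934 and 1155 CPM and the other 6 at or below 73.96 CPM.

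The other genes that the study named or drew for this comparison were all higher in Reloading. Hspa1b (chromosome 17, 34956436 to 34959238), a heat shock protein, rose 123-fold, with a log2 fold change of 6.94 ± 0.20 (SE, adjusted p 2.21e-11), from 1.49 ± 0.0154 CPM in Unloading to 184 ± 35.3 CPM in Reloading (SD). Atf3 (chromosome 1, 191170296 to 191218039), a stress-responsive transcription factor, had a log2 fold change of 5.61 ± 0.20 (SE, adjusted p 1.44e-10) and rose from 4.01 ± 0.0538 to 197 ± 34.7 CPM (SD). The log2 fold changes of Tnfrsf12a, Cryab, Dnaja4, Rgcc and Enah were 4.23, 3.56, 3.37, 3.30 and 2.89, with adjusted p-values of at most 2.47e-09. Each of these 8 genes was also higher in Reloading than in Control, with log2 fold changes between 2.99 and 6.58. The study chose these genes on the same libraries.

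By the rule for named genes, the 3 genes that rose most were Hspa1b, Hspa1a and Atf3. Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) had a log2 fold change of 6.37 ± 0.31 (SE, adjusted p 2.47e-09). The value rests on few counts, 21 in Unloading 1 and 8 in Unloading 2, or 1.57 and 0.44 CPM. The fits that each left out a library gave log2 fold changes of Hspa1a between 5.60 and 7.43. Its sequence is nearly that of Hspa1b, so the division of reads between the copies is uncertain. The 3 genes that fell most were F830016B08Rik (ENSMUSG00000090942, chromosome 18, 60293380 to 60303016), Odf3l2 (ENSMUSG00000035963, chromosome 10, 79639526 to 79645738) and Flvcr1 (ENSMUSG00000066595, chromosome 1, 191005847 to 191026158). Their log2 fold changes were -2.87 ± 0.51, -2.33 ± 0.42 and -2.18 ± 0.24 (SE), with adjusted p-values of 0.000474, 0.000614 and 9.81e-06. Odf3l2 varied between the Reloading libraries, with 3.71, 6.00 and 18.1 CPM, against 67.4 and 29.0 CPM in Unloading.

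Of the 16 gene lists, 12 passed the threshold for Reloading against Unloading by camera, 8 of them higher. The median log2 fold change of the members was 3.86 for the 8 genes named by the study (adjusted p 2.06e-16), 1.36 for immediate-early genes (adjusted p 1.48e-13), 1.15 for chaperones (adjusted p 2.28e-26) and 0.94 for macrophage genes (adjusted p 4.84e-08). It was 0.87 for embryonic and regeneration genes (adjusted p 2.59e-05), 0.82 for extracellular matrix genes (adjusted p 3.21e-10), 0.72 for endothelium genes (adjusted p 1.45e-07) and 0.49 for smooth muscle genes (adjusted p 0.000633). The lists that were lower were the fast-fibre genes, with a median of -0.64 (adjusted p 2.41e-07), the slow-fibre genes, with -0.40 (adjusted p 0.0110), the clock genes, with -0.33 (adjusted p 0.0101), and the oxidative phosphorylation genes, with -0.30 (adjusted p 2.05e-07). With library totals only, the medians of the slow-fibre, clock and oxidative phosphorylation genes were -0.15, -0.08 and -0.05, so most of their fall is no larger than the shift between the scalings, and that of the fast-fibre genes was -0.39. The atrophy, neutrophil, adipocyte and erythrocyte lists did not pass the threshold, with adjusted p-values of 0.907, 0.946, 0.766 and 0.409, and only 4 of the 13 neutrophil genes had enough counts to be tested.

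Among the chaperones 33 of 34 members were higher in Reloading with an adjusted p under 0.05, and the count adjusted over the list alone was also 33. Among the immediate-early genes 25 of 28 were higher, or 26 adjusted over the list alone. Of the 8 genes named by the study 8 were higher both ways, which is not independent evidence. For the extracellular matrix 27 of 40 genes were higher and 3 lower, and adjusted over the list alone 30 and 3. Adjusted over the list alone, 19 of 23 macrophage genes, 13 of 15 endothelium genes, 9 of 13 smooth muscle genes and 9 of 15 embryonic and regeneration genes were higher, and 13 of 15 fast-fibre, 19 of 28 oxidative phosphorylation, 10 of 17 clock and 4 of 13 slow-fibre genes were lower. In the opposite direction, 2 clock genes (Arntl, 0.53, and Nfil3, 0.73) were higher and 1 smooth muscle gene was lower. Cd68 rose from 3.05 ± 0.763 (SD, n = 2) to 45.9 ± 3.99 CPM (SD, n = 3), the largest rise of the macrophage list.

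Camera was run with a preset correlation. Under fry, which allows for the correlation between genes, 11 lists passed for Reloading against Unloading, 3 for Unloading against Control and 12 for Reloading against Control. Fry asks whether the members of a list changed at all, and camera whether they changed more than the other genes. With 5562 and 6456 of 14851 genes called in the Reloading comparisons, a list that passes fry need not stand out from the other genes. The calls that did not hold under fry were the slow-fibre list for Reloading against Unloading and the chaperone and macrophage lists for Unloading against Control, and the atrophy list for Reloading against Control passed under fry alone. With a correlation estimated from the data 0 lists passed in any comparison, and 7, 3 and 6 lists had an unadjusted p under 0.05. For Reloading against Control, 9 of the 35 splits of the 7 libraries gave at least as many lists by camera, but the 8 others among these keep part of the difference between the real groups. By fry only the real split gave as many.

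**Figure D3:**
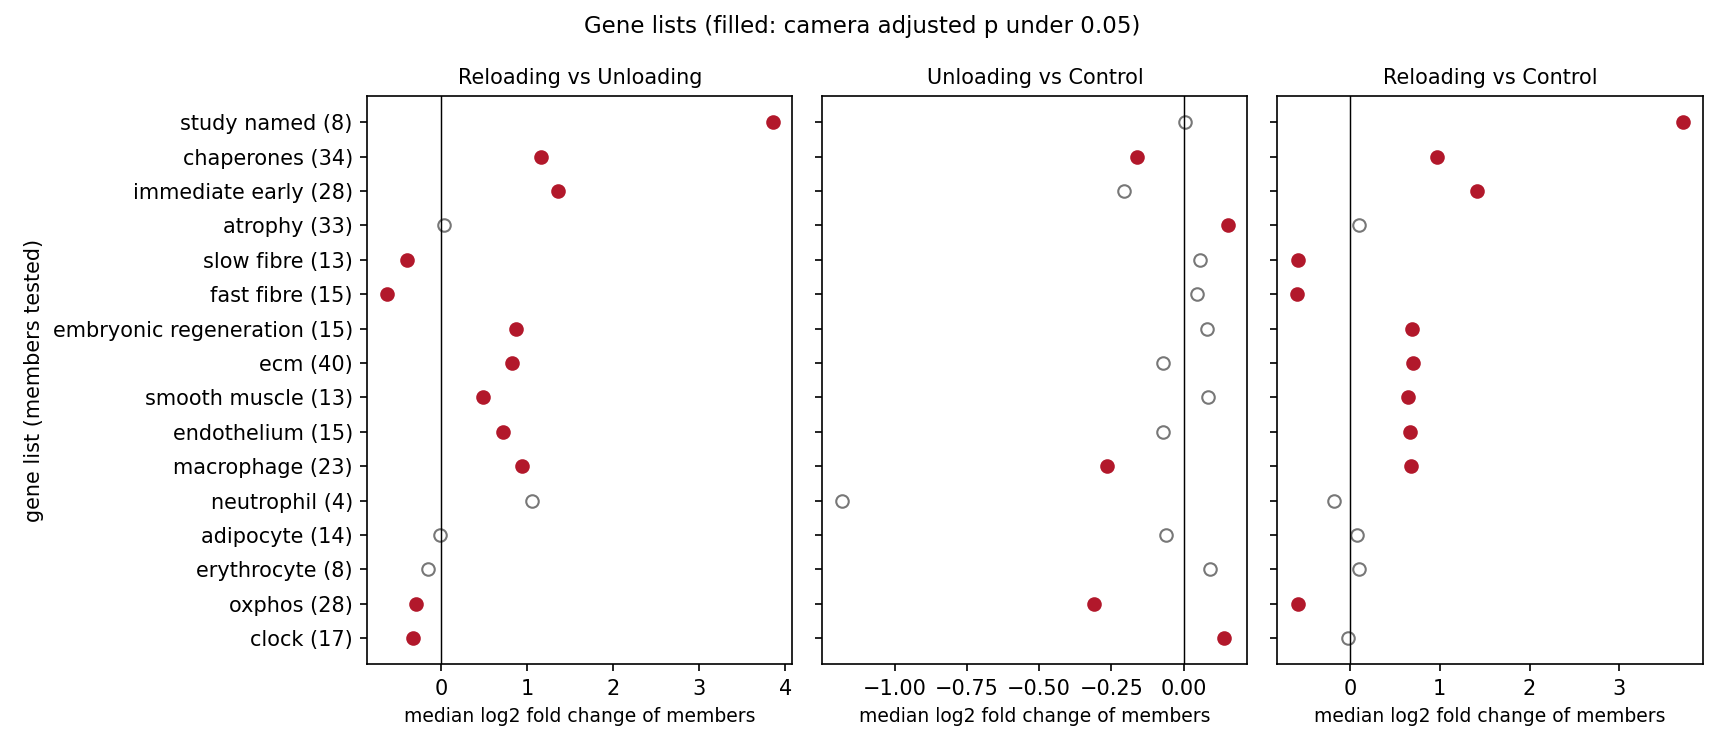
Median log2 fold change of the tested members of each gene list (horizontal axis, with a separate range for each comparison) for the 16 lists (vertical axis, number of tested members in brackets), in the 3 comparisons after TMM scaling. Filled points have a camera adjusted p under 0.05, which holds for 12, 5 and 11 lists, and open points do not. With library totals only, the medians of the slow-fibre, clock and oxidative phosphorylation lists for Reloading against Unloading lie at -0.15, -0.08 and -0.05.

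The comparison of Unloading with Control asks what 10 days without load change. It gave 1470 genes with an adjusted p under 0.05, 653 higher and 817 lower in Unloading. The count rested in part on a single library: without Control 3 it was 949. The authors' deposited table had 1317 genes past the threshold, and 1174 of these passed it here with the same sign. Mustn1 was 1.48-fold higher in Unloading, with a log2 fold change of 0.57 ± 0.15 (SE) and an adjusted p of 0.0251. In the authors' deposited table its shrunken log2 fold change was 0.30 (adjusted p 0.0393), and DESeq2 with adaptive shrinkage also gave 0.30 here (adjusted p 0.0379). The 2 Unloading libraries had 73.96 and 46.9 CPM, against 37.4 to 46.8 CPM in Control, so the lower of them lay just above the Control range. The call did not hold without Control 3 (0.53, adjusted p 0.0579), without Control 4 (0.54, adjusted p 0.0510), in the robust fit, where the adjusted p was 0.0986, or with a replicate block by the numbers of the sample descriptions (0.42, adjusted p 0.0726). Over all alternatives with a test its adjusted p lay between 1.12e-09 and 0.113.

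The genes that rose most on unloading were Mss51 (ENSMUSG00000021815, chromosome 14, 20482867 to 20496901), Tmem100 (ENSMUSG00000069763, chromosome 11, 90030348 to 90036508) and Flvcr1. Their log2 fold changes were 2.38 ± 0.26, 2.01 ± 0.15 and 1.95 ± 0.22 (SE), with adjusted p-values of 0.000151, 2.25e-05 and 0.000233. Mss51 had 510 ± 167 CPM in Unloading (SD, n = 2) and 98.2 ± 7.15 CPM in Control (SD, n = 4). The genes that fell most were H2-Q7 (ENSMUSG00000060550, chromosome 17, 35439155 to 35443773), H2-Q6 (ENSMUSG00000073409, chromosome 17, 35424850 to 35430055) and Actc1 (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548). Their log2 fold changes were -2.34 ± 0.49, -2.13 ± 0.52 and -2.01 ± 0.24 (SE), with adjusted p-values of 0.00818, 0.0191 and 0.000301. H2-Q7 and H2-Q6 are near-identical copies that may share reads, which was not tested. In the robust fit their adjusted p-values were 0.0977 and 0.152. H2-Q7 was highest in Control 3, with 14.7 CPM against 5.86 to 8.46 CPM in the other Control libraries. Actc1, the cardiac form of actin, had 80.5 ± 22.6 CPM in Unloading (SD, n = 2) and 325 ± 30.9 CPM in Control (SD, n = 4).

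For Unloading against Control 5 lists passed the threshold by camera. The oxidative phosphorylation genes were lower, with a median log2 fold change of -0.31 (adjusted p 2.75e-18), and 21 of 28 members were lower, or 26 adjusted over the list alone. The chaperones were lower with -0.16 (adjusted p 0.000103) and the macrophage genes with -0.26 (adjusted p 0.0313). Only 5 of 34 chaperones and 1 of 23 macrophage genes were lower with an adjusted p under 0.05. The macrophage call also did not hold without Control 2 (-0.29, adjusted p 0.0738), and over the alternatives its adjusted p lay between 0.00431 and 0.524. Clock genes were higher, with a median of 0.14 (adjusted p 5.77e-05), and atrophy genes were higher, with 0.15 (adjusted p 0.000271). At an adjusted p under 0.05, 6 of 17 clock genes were higher and 1 lower, and 4 of 33 atrophy genes were higher and 1 lower. Among the atrophy genes Cdkn1a rose most, by 1.43 on the log2 scale (adjusted p 0.000928), while the muscle ubiquitin ligases Fbxo32 and Trim63 had log2 fold changes of 0.26 and 0.06 with adjusted p-values of 0.185 and 0.799. The other lists did not pass, with adjusted p-values of 0.883 for the genes named by the study, 0.992 for immediate-early genes, 0.316 for slow-fibre genes, 0.907 for fast-fibre genes, 0.992 for embryonic and regeneration genes, 0.992 for extracellular matrix, 0.876 for smooth muscle, 0.409 for endothelium, 0.907 for neutrophil, 0.992 for adipocyte and 0.766 for erythrocyte genes.

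The comparison of Reloading with Control asks how far muscle after 1 day of reloading is from muscle that was never unloaded. It gave 6456 genes with an adjusted p under 0.05, 3287 higher and 3169 lower in Reloading. With library totals only, 80.2% of 7512 genes were higher, against 50.9% after TMM. The authors' deposited table had 5203 genes past the threshold, and 5167 of these passed it here with the same sign. Mustn1 was 26.5-fold higher than in Control, with a log2 fold change of 4.73 ± 0.14 (SE) and an adjusted p of 4.40e-12, and the shrunken value in the authors' deposited table was 4.68. Hspa1b, Atf3 and Hspa1a rose most, with log2 fold changes of 6.58 ± 0.15, 6.25 ± 0.17 and 5.76 ± 0.23 (SE) and adjusted p-values of 6.25e-13, 2.33e-12 and 9.74e-11. F830016B08Rik, Gm4841 (ENSMUSG00000068606, chromosome 18, 60268305 to 60273272) and Cacna2d4 (ENSMUSG00000041460, chromosome 6, 119236526 to 119352407) fell most, with -3.54 ± 0.47, -2.31 ± 0.73 and -2.13 ± 0.20 (SE) and adjusted p-values of 2.41e-05, 0.0183 and 1.17e-06. The value of Gm4841 rested on Control 3, which had 89.3 CPM against 7.79 to 16.4 CPM in the other Control libraries, and without it the log2 fold change was -0.75 with an adjusted p of 0.0803. F830016B08Rik was also highest in Control 3, with 205 CPM against 34.2 to 88.3 CPM in the other Control libraries.

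For Reloading against Control 11 lists passed the threshold by camera. Those that were higher were the genes named by the study, with a median log2 fold change of 3.71 (adjusted p 1.19e-14), immediate-early genes with 1.41 (adjusted p 4.55e-13), chaperones with 0.97 (adjusted p 4.71e-20), extracellular matrix with 0.70 (adjusted p 1.23e-11), embryonic and regeneration genes with 0.69 (adjusted p 6.14e-05), macrophage genes with 0.68 (adjusted p 1.30e-05), endothelium with 0.67 (adjusted p 9.49e-07) and smooth muscle with 0.64 (adjusted p 0.00112). Those that were lower were the fast-fibre genes with -0.59 (adjusted p 2.41e-07), oxidative phosphorylation with -0.58 (adjusted p 1.40e-17) and slow-fibre genes with -0.57 (adjusted p 0.00189). The atrophy, neutrophil, adipocyte, erythrocyte and clock lists did not pass, with adjusted p-values of 0.262, 0.992, 0.907, 0.631 and 0.992. That clock genes passed for Unloading against Control and not for Reloading against Control is not in itself a tested difference, but the direct comparison of Reloading with Unloading gave the adjusted p of 0.0101 stated for that list.

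The 1470 genes that differed between Unloading and Control were followed into Reloading, to ask whether 1 day of load undid them. Of these, 652 (44.4%) had moved back, with an adjusted p under 0.05 and the opposite sign for Reloading against Unloading, and 194 (13.2%) had moved further. A total of 702 (47.8%) were still present, with an adjusted p under 0.05 and the same sign for Reloading against Control, and 191 (13.0%) had gone past the Control level. A gene could be counted both as moved back and as still present. Genes higher in Unloading moved back in 404 of 653 cases and were still present in 186, and genes lower in Unloading moved back in 248 of 817 cases and were still present in 516. The difference between these shares was not tested. The comparisons share libraries, so 10 simulations were made for each of 3 cases. With no group changed, 0.2 genes on average moved back and 0.1 were still present. With Reloading left at the Unloading levels, 0.7 genes on average moved back and 74.9% of 2472.4 were still present. With Reloading returned to the Control levels, 0.4 were still present and 66.5% of 2445.6 had moved back. Full recovery or none would therefore not be counted as 100%. The simulations took the observed group means as the true levels and called more genes than the 1470 observed. Their shares therefore set no exact limit for the observed 44.4% and 47.8%. By the difference in number of genes, the alternative that changed the moved-back count most was no filter on low counts, with 954 of 2022. Without Control 3, 440 genes moved back and 466 were still present.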

Values the study reported

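By qRT-PCR in gastrocnemius muscle, the study gave Mustn1 expression at 1 day of reloading as 19.4-fold that of controls and 7.5-fold that of muscle after 10 days of unloading. It put the level against unloading at 2.6-fold on day 3 of reloading and 1.2-fold on day 7. The study described a loss of ca. 30% of gastrocnemius mass over 10 days of unloading. In extracellular fluid of quadriceps, another muscle, it reported a trend to higher Mustn1 protein abundance after 1 day of reloading. The change was 3.8-fold with p = 0.0536 (one-way ANOVA with Dunnett correction).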

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

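The simulation for the embryonic and regeneration list and the neutrophil test without Mmp9 were chosen after the values had been seen, and the other tests in this part were set before their results were seen. In the 4 Control libraries, 40 values (the log2 CPM of the named genes, the list scores and the library measures) were examined for a library far from the other 3 relative to the range of all 4. Chance gives about 2 such values among 40, and 4 were found, so no pattern can be read into their number. The groups of 2 and 3 libraries were too small for this test. Libraries of the same group differed from each other by more than counting noise across all genes, with a chi-square per degree of freedom between 3.71 and 8.81, so a difference beyond counting noise is common between these mice and does not by itself point to biology.

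Dnaja4 had 5.90 log2 CPM in Control 4 and between 5.67 and 5.69 in the other Control libraries. Its 695 counts compare with 596 that the other 3 libraries would give (exact binomial p 0.000652, two-sided), which argues against counting noise as the whole cause. The difference is small beside the 3.37 by which Dnaja4 rose on the log2 scale from Unloading to Reloading. All Control mice carry the same labels, and no biological explanation was tested.

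Hspa1a had -0.0893 log2 CPM in Control 1 and between 0.72 and 0.83 in the other Control libraries. Control 1 had the fewest reads, and its 7 counts of Hspa1a compare with 14 expected from the other 3 libraries. The exact binomial p was 0.0854 (two-sided), so the low value could be counting noise of few reads. The shared sequence of Hspa1a and Hspa1b adds to the uncertainty.

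The score of the embryonic and regeneration list was -0.73 in Control 1 and between -0.44 and -0.43 in the other Control libraries, and Control 1 was the lowest Control library for 8 of the 15 tested members. Counts were simulated at the pooled level of the other 3 libraries, with counting noise only. A gap as large as the observed 0.29 was not reached in any simulation, the largest gap being 0.24, and the share is given as 0.0001, the smallest these simulations can give. An earlier test, the score over the 11 members with a mean log2 CPM of at least 2, was -0.96 in Control 1 and again the lowest of the 4, but a lowest value is weak evidence among 4 libraries, so the simulation replaced it. Counting noise is therefore unlikely as the whole cause. The simulated counts had the depth of each library, so the lower depth of Control 1 was part of them as far as counting noise goes. What else sets Control 1 apart, such as a difference between mice, was not tested.

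The neutrophil score was -1.79 in Control 3 and between 0.49 and 0.95 in the other Control libraries. It rests on S100a8, S100a9, Mmp9 and Ngp, which together had 11 counts in Control 3 and 65, 96 and 82 in Control 1, Control 2 and Control 4. Mmp9 made up much of the sums of Control 2 and Control 4, with 8, 70, 9 and 58 counts in Control 1 to Control 4. Its raw count was lowest in Control 1, but Control 1 held 9252443 read pairs in genes and Control 3 held 14684352. Relative to depth, Mmp9 was lowest in Control 3. The other 3 genes had 2 counts in Control 3 and 57, 26 and 24 in the others. The exact binomial p of 6.90e-25 (two-sided) over the 4 genes, and of 2.60e-14 without Mmp9, argues against counting noise as the whole cause. The number of neutrophils in the tissue or its vessels might differ between mice, but 4 genes with few counts cannot show this, and no biological explanation was tested. Control 3 is also the library with high interferon-responsive genes.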

How the results depend on the processing

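The removal of the GC content and gene length trend, alone or with a replicate block by the numbers of the sample descriptions, and the exclusion of the 2 libraries with skin transcripts were chosen after seeing the data, and the other alternatives before. No sign of a named gene or of a median of a list past the threshold was reversed under the alternatives run. Of the alternative values of the main counts and Mustn1, 219 were counted as unchanged, 5 lost significance and 6 counts moved by more than 1.5 times. Unchanged meant on the same side of the threshold, or within 1.5 times for counts. The 219 include Mustn1 values of fits with a single Unloading library, which had no test against Unloading and kept their sign.

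Among the main counts and Mustn1 results, Mustn1 for Unloading against Control was the least secure. Its log2 fold change was 0.43 (adjusted p 0.113) with a replicate block by the numbers of the titles, 0.42 (adjusted p 0.0726) with a block by the numbers of the sample descriptions, and 0.57 (adjusted p 0.0986) in the robust fit. The 9 fits that each left out a library gave 0.22 to 0.87, and the call was lost without Control 3 or without Control 4. Without 1 of the Unloading libraries a single library is left in that group, so only values and no tests were taken. The cause was not tested beyond the smaller number of libraries. Libraries with the same title number did not deviate together, with r between -0.20 and 0.08, so the block by titles is given only here. The block by descriptions changed no other call and moved no count by more than 1.5 times. Together with the removal of the GC content and gene length trend it gave 5166, 1307 and 6587 genes for Reloading against Unloading, Unloading against Control and Reloading against Control, and Mustn1 for Unloading against Control kept its call (0.61, adjusted p 0.0138). With the block by titles, the genes changed were 5108, 1042 and 5705 in the same order, and with the block by descriptions 4902, 1479 and 6632.

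The genes changed for Unloading against Control numbered 949 to 1518 across the 7 fits that each left out a library, and the unloading changes still present in Reloading 466 to 642, both lowest without Control 3. Camera with an estimated correlation gave 0 lists in each of the 3 comparisons. Under fry 3 lists passed for Unloading against Control. Other counts kept within 1.5 times, from 4319 to 6340 genes for Reloading against Unloading and from 5082 to 7512 for Reloading against Control.

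Of the named genes, 499 alternative values were counted as unchanged and 7 lost their call. The 7 were H2-Q7 and H2-Q6 in the robust fit and Gm4841 in limma-voom, the robust fit and without Control 3, Reloading 2 or Reloading 3. The 499 include values of fits with a single Unloading library, which had no test against Unloading and kept their sign. Of the lists past the threshold, 517 values kept their call and 37 lost it, 28 of them with the estimated correlation and 3 under fry. The remaining 6 concern macrophage genes for Unloading against Control, including the removal of the GC content and gene length trend (-0.14, adjusted p 0.207) and the same with the block by descriptions (-0.15, adjusted p 0.182).

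The 20 tests of lists not past the threshold are reported without a direction. This was decided after alternative medians were found to have the other sign, 65 of 390 with the fits given here. On adjusted p alone, 2 of the 390 passed, the atrophy list for Reloading against Control under fry (0.00339) and the extracellular matrix list for Unloading against Control with the block by descriptions and the trend removed (0.0197).

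Depth limits the neutrophil list, of which 4 of 13 genes had enough counts to be tested, and Hspa1a in the Control and Unloading libraries, with between 7 and 21 counts.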

Other observations

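All tests in this part were chosen only after the pattern they concern had been seen, except the splits of the libraries. The fry version of the splits was added once the camera count was known, the count over splits that part the pairs once the correlations of the pairs were known, and the adjustment of the numbering test over both numberings once its unadjusted p was known. The splits test whether the groups matter, and the other tests concern hypotheses found in these same data.

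The 7 Control and Reloading libraries can be split into 3 and 4 in 35 ways. Only 1 of the 35 splits, the real one, gave as many genes with an adjusted p under 0.05 for Reloading against Control, 6456, and the next gave 1241. For gene lists by camera, 9 of the 35 splits gave at least 11 lists, and the highest of the others gave 12. All 8 others that reached 11 had 0 or 2 Reloading libraries in the group of 3, which leaves 75.0% or 41.7% of the difference between the real groups in place. The 18 splits with 1 Reloading library there, which leave 16.7%, gave 3 to 10 lists. The other splits thus carry part of the difference, and the camera count decides little either way. By fry, 1 of the 35 splits, the real one, gave as many lists, 12, and the next gave 2. The real split also parts the 3 pairs of Control and Reloading libraries with the same number in the sample descriptions. Of the 8 splits that part all 3 pairs, 1, the real one, gave as many genes and 1 as many lists by fry, and the 7 others, which move 1 to 3 Reloading libraries to the other side, gave 0 of both. By camera 4 of the 8 gave at least 11 lists.

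Mustn1 was 17.9-fold higher in Reloading than in Unloading here. That is higher than the qRT-PCR value quoted from the study above, which came from a separate time-course experiment. For the libraries used here, the shrunken log2 fold change in the authors' deposited table was 4.08, close to the 4.16 found here.

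Control 2 and Reloading 1 held transcripts of the epidermis. A list of 27 skin genes, of which 3 had been seen, was written before the others were looked at. Krt10 had 1281 and 545 counts in Control 2 and Reloading 1 against 29 to 51 in the other 7 libraries, and Lor 700 and 197 against 0 to 3. The list took 0.0373% and 0.0216% of the counts in these libraries and between 0.00203% and 0.00312% elsewhere. Of the 24 skin genes not seen before, 20 (83.3%) had these as their 2 highest libraries, where chance gives 2.78%. Skin carried over with the muscle could account for this. Reads of a single skin library leaking into both would give the same proportions of skin genes in both, but over 13 genes the chi-square per degree of freedom was 18.9 (p 9.69e-42), which argues against it. Leaving both libraries out together gave 4628 genes for Reloading against Unloading, 1121 for Unloading against Control and 5082 for Reloading against Control.

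Both of these libraries carry the number 2 in the sample descriptions, which number the Reloading libraries from 2 to 4. Libraries of different groups with the same description number deviated from their group means together, with a mean r of 0.134 over 6 pairs, and 0.0889 without this pair. Of the 144 numberings with as many pairs, 5 gave a mean r as high, an exact permutation p of 0.0347 (one-sided), or 0.0694 adjusted over the 2 numberings examined. The 3 pairs of a Control and a Reloading library had an r of 0.36, 0.14 and 0.16, and the 3 pairs with an Unloading library 0.02 to 0.08. Control 1 also had 0.11 with Reloading 2 and 0.12 with Reloading 3, which carry other numbers. Chance numbering therefore stays open, and so does a shared day or batch of preparation, which the labels do not give and which was not tested.

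Control 3 had high levels of interferon-responsive genes. Iigp1 had 133 CPM in Control 3 and at most 18.5 in the other 8 libraries, Irgm2 115 against 19.4, and Cd274 25.7 against 3.83. From a list of 35 genes induced by interferon gamma, 12 had been seen, and all 23 others were higher in Control 3 than in each other Control library, by a median of 1.65 on the log2 scale. For the 11 tested genes responding to type 1 interferon, of which 2 had been seen, the median was 1.01. More lymphocytes in the sample would raise lymphocyte genes, but the 5 that could be tested had a median difference of -0.0252, within the -0.06 to 0.19 of the other Control libraries. Depth is argued against as well, since the only deeper library had an interferon score of -0.41 and Control 3 had 1.49. An infection or inflammation in this mouse may be the source, which was not tested. Macrophage genes were higher by a median of 0.16, so a change in other immune cells stays open. This library bears on the comparisons with Control, since F830016B08Rik and Gm4841 were highest in it and the genes changed for Unloading against Control numbered 949 without it.

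The endothelium, extracellular matrix, smooth muscle and macrophage lists were all higher in Reloading. If a lower share of muscle-fibre RNA raised all other cell types alike, adipocyte genes would rise too. The endothelium score rose by 0.65 more than the adipocyte score (exact permutation p 0.0119 over 84 regroupings, two-sided and the smallest they can give), which argues against this as the whole cause. More blood left in the muscle would not be likely to raise extracellular matrix or smooth muscle genes. Their scores rose by 0.88 and 0.70 in Reloading, with an SD of 0.17 and 0.11 among the other 6 libraries. This argues against blood as the whole cause for the extracellular matrix and smooth muscle lists. For the endothelium and macrophage lists more blood cannot be told apart, because the erythrocyte score varied with an SD of 0.50 among the other 6 libraries. The endothelium score rose by 0.67 more than the erythrocyte score (exact permutation p 0.0952). An earlier version of this test, which set the difference against the SD of the erythrocyte scores, would have argued against blood, and it was replaced by the permutation used for adipocytes. A change in the cells themselves stays open as well, as part of the design.

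The genes changed between Reloading and Unloading were also tested for a bias of GC content or gene length, for which 99.9% of tested genes had a value. After the trend of each library was removed, 5859 genes passed the threshold, and 4534 of the original 5562 (81.5%) were still called with the same sign. This argues against such a bias as the main cause. Of the 5859, 2232 were higher in Reloading. The removal also re-centred each library, which changes the scaling, so this split cannot be credited to GC content or gene length.

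The positive median of all genes in Reloading when scaled to library totals may follow from a few abundant genes taking fewer counts. From log2 means the shift was 0.26 for Reloading against Unloading, and it was 0.10 (0.0961) once the 50 most abundant genes, with 44.5% of the counts, were left out of the totals. Whether those genes fell or all others rose cannot be read from relative counts.

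Clock genes were higher in Unloading than in Control. A different time of day at collection would be likely to move genes that peak in the morning and in the evening in opposite directions. Over the genes not seen before, both Unloading libraries lay above each Control library for 4 morning-phase genes, by at least 0.15, but for 6 evening-phase genes the lower Unloading score lay below the highest Control score by 0.02 (-0.0233). With the genes already seen included, both lay above for both sets, by at least 0.16 over 5 morning-phase genes and 0.07 over 9 evening-phase genes, but some of these genes had drawn attention to the pattern. Time of day cannot be told apart from other causes, because the scores of the libraries overlap for the evening-phase genes not seen before. Glucocorticoids raise some clock genes, and of 21 glucocorticoid-responsive genes counted as not seen before, 20 were higher in Unloading, by a median of 0.30. At an adjusted p under 0.05, 2 were higher and 0 lower. The 21 include Fbxo32 and Trim63, which are also in the atrophy list, so they are not independent of that list. A comparison with random gene lists, tried at the start, favoured a glucocorticoid response, but the genes are correlated and it was set aside for scores per library. By the same rule as for time of day, the lower Unloading score lay below the highest Control score by 0.06 (-0.0585) over these 21 genes, and above it by 0.02 (0.0222) over all 25. A glucocorticoid response and other causes cannot be told apart either, because the scores overlap for the genes not seen before. An earlier version judged time of day over all genes and argued against it, and it was replaced so that both explanations are held to the genes not seen before. With 2 libraries against 4, the smallest one-sided p that regrouping allows is 0.0667, so separated scores would rest on the values alone.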
